A study of Mus musculus with 4 samples. Its data were reported in "Single-cell omics analysis reveals functional diversification of hepatocytes during liver regeneration" (2020).

How the data were processed

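Single-nucleus ATAC-Seq (scATAC-Seq) marks open chromatin: the Tn5 transposase cuts accessible DNA in isolated nuclei, and a droplet barcode tells which nucleus each fragment came from. The 4 libraries were made from hepatocytes of mouse liver, isolated by collagenase perfusion, without surgery (PHx 0 h) and at 48, 72 and 96 h after partial hepatectomy (PHx), the surgical removal of part of the liver. Each time point had 1 library. The libraries of 0 and 48 h came from 1 hepatocyte preparation each, and that of 48 h from 1 mouse. Whether those of 72 and 96 h pooled several animals is not given in the sources used here.

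The deposited count matrices hold, for each peak and each cell barcode, the whole number of transposase cut sites. The authors made these counts with Cell Ranger ATAC, and the file headers name version 1.1.0. Alignment, duplicate removal and fragment counting were done by that tool. Between 87.3% and 88.6% of the values were even, as both ends of 1 fragment in a peak add 2 counts. The authors called peaks in each library on its own: the peak lists of the 4 libraries differ in number and position, and carry no score. The filter that the study placed on nuclei is described without cutoffs, and cutoffs are not given in the sources used here. The genome build of these libraries is not given either. All peaks ended inside the chromosomes of GRCm38 (mm10), and 59.7%, 63.0%, 61.7% and 53.5% of annotated transcription start sites (TSS) lay in a peak at 0, 48, 72 and 96 h. For the same sites shifted by 100 kb these shares were 11.9%, 13.7%, 10.3% and 4.67%, so GRCm38 coordinates were used, with the GENCODE vM21 gene models and, for tRNA genes, the RefSeq annotation.

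Every deposited barcode was counted. The main set held barcodes with at least 1000 counts in peaks, called nuclei here. No doublet caller was run. As an alternative, the 5% of nuclei with the most counts were left out of each library. Peaks of the 4 libraries that touched or overlapped were merged into 200890 regions. A region with a peak in every library counted as shared, and 62837 autosomal shared regions entered all clustering and all comparisons of accessibility. The counts of a library in a region are sums over its own peaks there, so they depend on how long those peaks are. Shared regions covered 124.3, 133.1, 108.3 and 59.9 Mb of peaks at 0, 48, 72 and 96 h.

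Nuclei were clustered on binarised shared regions by TF-IDF and truncated singular value decomposition with 30 components, the first left out, 30 nearest neighbours and the Leiden method at resolution 0.5. The ArchR and chromVAR packages that the study used were not run. No batch term was used, since library and time point are the same. Clusters were classed by the mean level of 10 hepatocyte markers. A cluster with a level above -1 on the log2 scale relative to the mean of the clusters was called hepatocyte-like, and one below it hepatocyte-low. Among clusters above -1, one whose nuclei had a median count under 0.333 of that of their own library stayed unnamed when none of the hepatocyte markers led it. The limit of -1 was set after the clusters had been seen.

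Counts of hepatocyte-like nuclei were summed per library and region and thinned at random to the smallest total, 14594546. The log2 ratio of 2 libraries was taken with a pseudocount of 5 over regions with a mean thinned count of at least 50. CPM values scale the counts of hepatocyte-like nuclei in shared regions, before thinning, to a common total. Their exact 95% Poisson intervals were computed on each count divided by 2, as most fragments count at both ends. The SD of the log2 ratio over regions was set beside that of 2 random equal parts of the nuclei of 1 library. For the question of return, 500 regions were chosen in each direction on 1 of 2 random equal parts of the 0 and 48 h nuclei and measured against the other part. Mixing was the share of the 30 nearest neighbours of a nucleus that came from its own library, in equal numbers of nuclei (at most 1500 per library) thinned to 1000 counts each (100 counts in the sets of nearly equal peak length and in the random sets beside them). At 48 h, nuclei were classed as regeneration-specific or undamaged liver-like, names that the study gave to clusters almost wholly of that time point and to the rest. The rule was set here: clusters made on odd-numbered autosomes (resolution 0.8) with at least 90% of nuclei from 48 h were regeneration-specific, and the SD was measured on even-numbered autosomes. Nuclei were not thinned for these clusters. Clusters with fewer than 20 nuclei were not read as types.

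Gene activity was the sum over shared regions that overlap a gene or the 2000 bp upstream of it. Zonation, the gradient of hepatocyte function from portal to central vein, was measured as the correlation across nuclei, thinned to 2000 counts, between the summed counts of pericentral and periportal genes. There were 7 gene lists (pericentral, periportal, fetal state factors, progenitor, mature hepatocyte, proliferation and mesenchymal) and 12 motifs, searched as consensus words within 150 bp of the centre of a region. The study named the fetal state factors, apart from Yap1, from motifs in its 48 h library. Sox9, Yap1 and Gata6 are on both the fetal state and the progenitor list, and Gls2 and Cps1 on both the periportal and the mature hepatocyte list. For each list the median log2 ratio to 0 h was set among those of 10000 random lists of equal size, matched on mean count and, for motifs, on GC content. The percentile describes these libraries and tests nothing across animals.

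With 1 library per time point no test across groups was possible, and no p-value is given. Intervals are exact binomial for shares and exact Poisson for sums, at 95%. They cover counting error only. The named regions are the 5 with the largest rise and the 5 with the largest fall at 48 h among the 19597 regions with a mean thinned count of at least 200. Genes are named from the lists and the markers. These rules, the lists, the motifs, the main settings and most alternatives were chosen before the data were examined. Chosen afterwards were the thinning depths per nucleus, the number of nuclei drawn, the rule for barcodes with at least 10 times the counts in another library, the tRNA regions, the thinning to the depth of the 96 h library and all comparisons of peak length. The latter used 8741 shared regions of near-equal covered length, in which each library has 1 peak and the longest of the 4 is at most 1.5 times the shortest. They also used regions in which both libraries of a pair have 1 peak and the longer is at most 1.1 times the shorter.

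The alternatives tried were other count minima (every barcode, or at least 3000 counts), overlaps and peak thresholds, another cluster resolution, a minimum mean count of 200, all nuclei, binarised counts, a pseudocount of 1, scaling by the median, regions called in the compared pair alone, other numbers of regions, neighbours and components, no thinning, promoters alone, each library's own peaks, whole regions for the motifs and TSS-distal regions. The measures of largest changes, SD, return, lists and mixing were tested on simulated data drawn from the real means. Zonation was tested on simulated counts with invented means, and the other measures were not tested so. Apart from the imposed changes the simulated libraries shared the same means, without a difference in peak length. The simulations therefore do not show how the measures respond to peak length. For 48 h against 0 h over 19585 regions, 99.5% of the regions with an imposed 2-fold change were among the 200 largest changes, with medians of 0.99 and -0.97 on the log2 scale. Over 53315 regions, an imposed SD of 0.3 was recovered as 0.294 after the SD of unchanged simulated libraries was taken off, which was not done for the SD values of the report. Of unchanged simulated lists, 2.5% lay outside the central 95% of random lists. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.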

Results

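The data were 4 scATAC-Seq libraries of mouse liver hepatocytes, 1 each from undamaged liver (PHx 0 h) and at 48, 72 and 96 h after PHx. They address how the chromatin of hepatocytes changes while the liver regrows and whether it returns. Depth fell in the order of the time points. Total counts in peaks were 136949314, 62553202, 25540258 and 15809769 at 0, 48, 72 and 96 h, over 4645, 4973, 5700 and 4899 deposited barcodes. The numbers with at least 1000 counts were 3977, 3892, 4256 and 3224. Their median counts were 26005, 11629, 4841 and 3681.5 per nucleus. The alternative that moved the number of nuclei most, as a ratio, was a minimum of 3000 counts at 96 h, with 1930 in place of 3224. At that minimum 3569, 3371 and 3073 nuclei remained at 0, 48 and 72 h. There were no replicates, so time and library could not be separated in any comparison that follows.

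**Figure D1:**
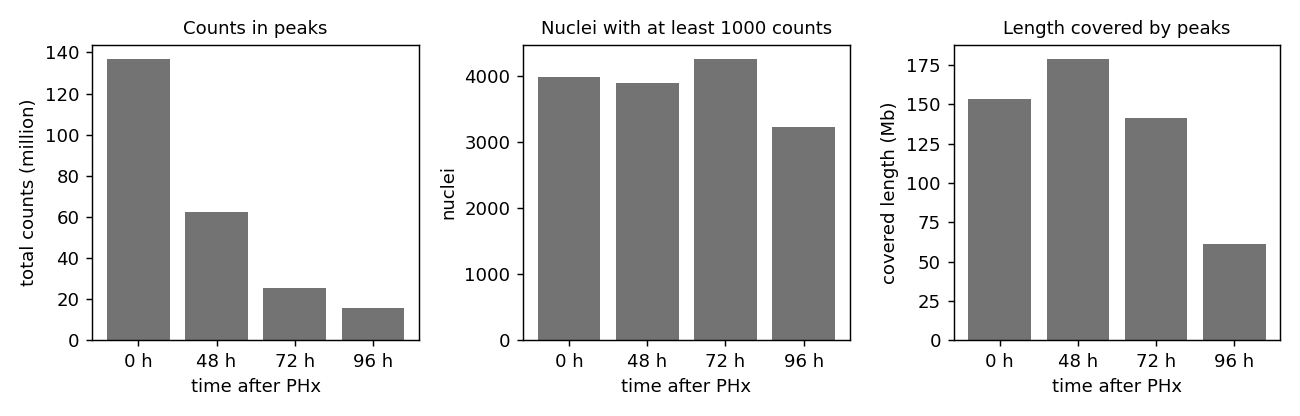
Total counts in peaks, nuclei with at least 1000 counts, and length covered by peaks in Mb, 1 bar per library, against time after PHx in h. Counts fell from 136949314 at 0 h to 15809769 at 96 h, and covered length from 179.0 Mb at 48 h to 60.9 Mb at 96 h.

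The peak sets were compared first, since the peaks of each library were called on their own. There were 119839, 158652, 164113 and 77580 peaks at 0, 48, 72 and 96 h, covering 153.6, 179.0, 141.2 and 60.9 Mb with median lengths of 714, 622, 503 and 505 bp. Of the peaks at 48, 72 and 96 h, 67.8% (95% interval 67.6 to 68.1), 66.2% (65.9 to 66.4) and 99.2% (99.1 to 99.2) overlapped a 0 h peak by at least 1 bp. In the other direction, 90.8%, 83.4% and 55.1% of the 0 h peaks overlapped a peak at 48, 72 and 96 h. Of these shares, that of 0 h peaks over 96 h peaks moved most, to 32.2% when at least 50% of the peak had to overlap. The same rule gave 60.3% for 48 h peaks over 0 h peaks, and peaks with at least the median count gave 74.0%. Promoter peaks, within 1000 bp of a TSS, held 47.9%, 43.0%, 40.8% and 46.5% of the counts at 0, 48, 72 and 96 h. Of 200890 merged regions, 64118 had a peak in every library, and the 62837 autosomal ones held 91.7%, 86.9%, 87.8% and 98.7% of the counts.

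Clustering separated hepatocyte-like nuclei from clusters with low hepatocyte markers. Hepatocyte-like nuclei numbered 2754, 3635, 3921 and 3126 at 0, 48, 72 and 96 h. Different clusters held most of them in each library: clusters 4, 5 and 7 at 0 h, clusters 2 and 3 at 48 h, clusters 1 and 3 at 72 h and cluster 0 at 96 h. A cluster mostly of 1 library may be that library and not a cell type. The hepatocyte-low class joined 3 clusters in which the median hepatocyte marker lay at -2.19 to -2.71 on the log2 scale relative to hepatocyte-like nuclei. Markers were counted where the levels in the cluster and in hepatocyte-like nuclei summed to more than 5 CPM. In cluster 8, 9 of 10 endothelial markers were at least 2-fold higher than in hepatocyte-like nuclei. In cluster 9 this held for 6 of 6 markers of Kupffer and other myeloid cells, and in cluster 10 for 4 of 8 stellate and mesenchymal markers. The class was kept as one and not named by type, as the limit on hepatocyte markers alone defined it, whatever the depth. The median relative depth was 0.216, 0.359 and 0.259 in clusters 8, 9 and 10. Hepatocyte-low nuclei made up 7.47% (6.67 to 8.33), 5.52% (4.83 to 6.29), 6.95% (6.21 to 7.76) and 2.67% (2.14 to 3.28) of nuclei at 0, 48, 72 and 96 h. A minimum of 3000 counts gave 4.79%, 1.99%, 1.07% and 0%, the largest move for 72 and 96 h. The count of 0 at 96 h allows a share of up to 0.191%. Nuclei of the class had median counts of 3398, 2053, 1624 and 1298.5, against 38187, 12640, 5170 and 3798 for hepatocyte-like nuclei, so the count minimum sets part of these shares. Nuclei were also thinned by the ratio of the median counts of hepatocyte-like nuclei at 96 h and in their own library. The shares at 0, 48 and 72 h were then 1.58% (1.17 to 2.09), 1.94% (1.49 to 2.47) and 5.04% (4.38 to 5.77), the largest move for 0 and 48 h. With the medians of all nuclei they were 2.31% (1.82 to 2.89), 1.95% (1.51 to 2.47) and 5.28% (4.61 to 6.02). Unnamed nuclei, nearly all from a shallow cluster with the markers of 0 h hepatocytes, were 23.3% of nuclei at 0 h and 1.08%, 0.916% and 0.372% at 48, 72 and 96 h. Cluster 6 was kept out of the hepatocyte-like class because its median relative depth was 0.261. With the 5% of nuclei with the most counts left out, in place of a doublet caller, the hepatocyte-low shares were 7.86%, 5.82%, 7.25% and 2.81%.

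Accessibility in hepatocyte-like nuclei was then compared between time points over 53313 shared regions. The SD of the log2 ratio to 0 h was 0.553 at 48 h, 0.723 at 72 h and 0.831 at 96 h. Random splits of the 0 h nuclei into 2 equal parts, at the same total, gave 0.216 and those of the 48 h nuclei 0.220. For the 72 and 96 h nuclei, whose parts were shallower, they gave 0.281 and 0.341. Between later libraries the SD was 0.441 for 72 h against 48 h, 0.769 for 96 h against 48 h and 0.665 for 96 h against 72 h. Over these regions every pair of libraries thus differed by more than random parts of 1 library did. In regions of near-equal length 96 h against 72 h gave 0.260. Random parts there gave 0.207 and 0.222 for 0 and 48 h at the same total, and 0.260 and 0.276 for 72 and 96 h at smaller totals, which raise the SD. The median log2 ratio over all regions was 0.08, 0.13 and 0.08 at 48, 72 and 96 h, and scaling by the median sets it to 0. The ratios followed the lengths of the called peaks. Across regions, which are not independent replicates, the correlation of the log2 ratio of counts with that of covered lengths was 0.768, 0.811 and 0.836. The alternative that moved the SD to 0 h most was restriction to regions with 1 peak of nearly the same length in both libraries. It gave 0.334 at 48 h (24116 regions), 0.420 at 72 h and 0.437 at 96 h, against 0.640, 0.787 and 0.845 in random regions matched on annotation and count.

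**Figure D2:**
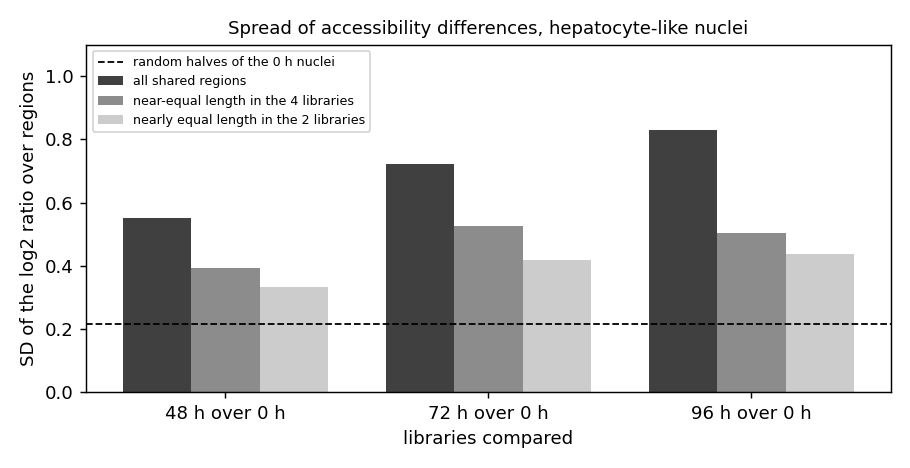
SD over regions of the log2 ratio of hepatocyte-like counts to 0 h, for 48, 72 and 96 h, in all shared regions and in the sets of regions with peaks of nearly equal length. The dashed line marks random equal parts of the 0 h nuclei at 0.216, and every bar lies above it, from 0.334 to 0.831.

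The largest changes at 48 h were named by the rule of size. The region with the largest rise lay on chromosome 4 from 49371665 to 49376316, outside the GENCODE genes, 7260 bp from the nearest TSS, that of Acnat2, but over Acnat2 and Rbpj-ps1 in the RefSeq annotation. It had 0.299 CPM (0.175 to 0.475) at 0 h and 34.5 (32.3 to 36.8), 34.3 and 37.1 at 48, 72 and 96 h, but its called length was 135 bp at 0 h and 4652 bp at 48 h. The next, on chromosome 11 from 16879936 to 16923323 in Egfr, rose from 24.9 (23.7 to 26.3) to 790.2 (779.6 to 801.0) CPM and was at 418.9 and 242.6 at 72 and 96 h. Its peaks covered 8364 bp at 0 h and 43388 bp at 48 h. The others that rose overlapped exons of Usp6nl (chromosome 2, 6444415 to 6455377), exons of Fras1 (chromosome 5, 96721120 to 96734527) and the TSS of Tpr together with Prg4 (chromosome 1, 150444813 to 150454948), with log2 ratios of 4.02, 3.87 and 3.65. At 96 h the Usp6nl region was at -0.72 and the Tpr and Prg4 region at 4.89. The largest fall was on chromosome 7 from 14396155 to 14404201, 32246 bp from the TSS of Sult2a8. It went from 47.5 (45.8 to 49.3) to 7.66 (6.64 to 8.78) CPM at 48 h and was at 7.95 and 4.80 at 72 and 96 h. The next lay in exons of Sult2a8 itself (chromosome 7, 14410188 to 14432648), with 195.1, 34.4, 58.1 and 117.1 CPM at 0, 48, 72 and 96 h. The remaining falls were in exons of Taok3 (chromosome 5, 117264756 to 117274231) and in an exon-containing and an intronic region of Pank1 (chromosome 19, 34803023 to 34810589 and 34851519 to 34864577), with log2 ratios of -2.44, -2.41 and -2.28. All 10 regions changed in called length in the direction of the change in counts at 48 h. Among the 4087 regions of near-equal length that met the same count minimum, the largest rises were 2.81 and 2.06, both in a cluster of tRNA genes on chromosome 13 (23297787 to 23300490 and 23284947 to 23287425), and the largest fall was -0.97, on chromosome 4 from 90496593 to 90498094.

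Whether the changes at 48 h had gone by 96 h was asked in the 500 regions with the largest rise and the 500 with the largest fall, chosen on separate nuclei. Regions that rose had a median log2 ratio to 0 h of 2.21 (interquartile range 1.79 to 2.72) at 48 h, 2.39 at 72 h and 1.24 at 96 h. Those that fell had -0.98 (-1.26 to -0.73), -1.02 and -1.04. All regions together had 0.08, 0.14 and 0.07. The median log2 ratio of covered lengths was 1.84, 1.55 and -0.32 in the regions that rose, and -0.58, -0.92 and -1.78 in those that fell. These medians moved most in regions of near-equal length, 100 in each direction, except the rise at 96 h, which moved most with binarised counts, to 0.62. In regions of near-equal length those that rose had 0.93, 1.34 and 1.42 at 48, 72 and 96 h, and those that fell had -0.58, -0.36 and 0.06. All regions of this set had 0.02, 0.27 and 0.51 under the same scaling. Relative to all regions, rise and fall were still present at 96 h in both sets. From 48 to 96 h the rise shrank in the main set and hardly changed in regions of near-equal length, while the fall shrank in the latter and not in the main set.

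Mixing of the libraries was measured in nuclei drawn to equal numbers and thinned to equal counts. Thinning drew single counts and not fragments, so nuclei of deeper libraries kept more distinct fragments at the same count. How far this adds to the separation was not tested. Fully mixed libraries give about 50%, and random parts of the same library gave 49.7% to 50.1%. For hepatocyte-like nuclei, 85.5% of the neighbours came from the same library for 0 and 48 h, 93.0% for 0 and 72 h and 94.6% for 0 and 96 h. Among the later time points the shares were 75.4% for 48 and 72 h, 88.5% for 48 and 96 h and 76.9% for 72 and 96 h. Hepatocyte-low nuclei gave 55.3%, 62.1% and 53.5% against 0 h, and 52.3%, 53.2% and 51.5% among the later time points. They were fewer, 83 to 231 per library. Hepatocyte-like nuclei drawn to the same number (182 per library) gave 66.8% for 0 and 48 h, with 65.2% to 68.3% over 10 draws, against 55.0% (53.7% to 56.5%) for hepatocyte-low nuclei. For each pair, mixing moved most in 1 of the 2 sets of regions with peaks of nearly equal length, at 100 counts per nucleus. The set of near-equal length in all 4 libraries gave 56.2%, 61.8% and 59.1% against 0 h, and 51.8%, 52.7% and 50.2% among the later time points. Regions with 1 peak of nearly the same length in both libraries gave 53.8%, 55.7% and 65.9% against 0 h, and 52.7%, 54.0% and 50.1% among the later time points. Random regions matched to the latter on annotation and count, at the same 100 counts, gave 65.8%, 69.1% and 74.0%, and 55.2%, 61.3% and 57.1%. Each library gave 1500 nuclei in these sets, except for 0 and 96 h (867 in the random regions) and for 48 and 96 h (985, and 322 in the random regions). The 2 values of these pairs are therefore not at equal numbers, and fewer nuclei gave lower shares in all shared regions.

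**Figure D3:**
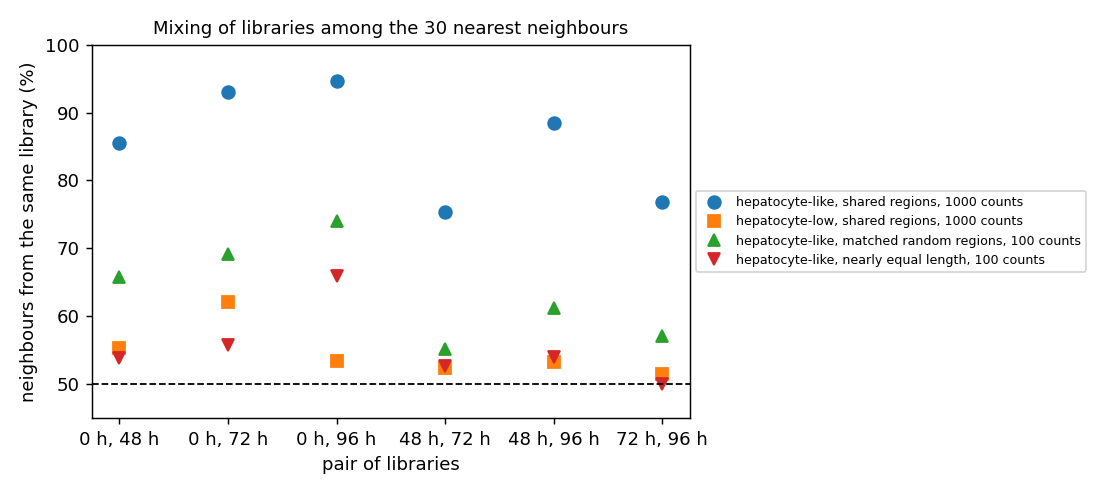
Percent of the 30 nearest neighbours from the same library for the 6 pairs of libraries, by class of nuclei and set of regions, with counts per nucleus in the legend and a dashed line at 50%. Hepatocyte-like nuclei lie at 75.4% to 94.6% in all shared regions and at 50.1% to 65.9% in regions with peaks of nearly equal length.

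Nuclei at 48 h were divided after the study into regeneration-specific and undamaged liver-like. Of 3635 hepatocyte-like nuclei at 48 h, 3502 fell into clusters with at least 90% of nuclei from 48 h, and 133 (3.66%) did not. Only 11 nuclei of 0 h were in those clusters. The SD of the log2 ratio to 0 h, measured on the chromosomes not used for clustering (4596 regions), was 0.418 for regeneration-specific and 0.395 for undamaged liver-like nuclei. As many regeneration-specific nuclei as there were undamaged liver-like ones gave 0.444, and a 0 h subset of that size 0.244. Undamaged liver-like nuclei had a median of 20497 counts, regeneration-specific ones 10573.5. Nuclei were not thinned for these clusters, and hepatocyte-like nuclei had medians of 38187 counts at 0 h and 12640 at 48 h. For this pair, 98.5% of neighbours came from the same library without thinning, against 85.5% with it. Depth and a state of the nuclei can therefore not be told apart in this division. The alternative that moved the share most was clustering on regions of near-equal length. There no cluster of at least 20 nuclei reached 90% from 48 h, the highest being 88.8%, and 99.5% of nuclei were undamaged liver-like by that rule. As many matched random regions gave 3.88%.

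Zonation was measured in each library alone. The correlation across nuclei between pericentral and periportal counts was -0.34 (-0.37 to -0.30) at 0 h, -0.32 (-0.35 to -0.29) at 48 h, -0.15 (-0.18 to -0.12) at 72 h and -0.13 (-0.17 to -0.09) at 96 h, over 2747, 3407, 3376 and 2456 nuclei with at least 2000 counts. The numbers of shallower nuclei left out were 7, 228, 545 and 670. Thinning drew single counts, so nuclei of shallower libraries kept fewer distinct fragments. Its part in the weaker correlation at 72 and 96 h was not tested. No random pair of matched lists gave as low a value in any library. Nuclei carried a mean of 2.78, 2.98, 2.33 and 2.69 pericentral counts after thinning. Without thinning, the alternative that moved it most, the correlation reversed its sign to 0.394, 0.381, 0.333 and 0.387. Random lists then had medians of 0.916, 0.868, 0.584 and 0.608, and the value again lay below all of them.

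The 7 gene lists were compared with 0 h in hepatocyte-like nuclei. The periportal list (10 genes) had medians of -0.11, -0.68 and -0.40 at 48, 72 and 96 h, at percentiles 22.6, 0.06 and 3.68 among random lists. Cyp2f2 fell from 169.1 (165.8 to 172.5) CPM at 0 h to 100.2, 68.1 and 47.0, and Hal from 470.3 (464.8 to 475.9) to 273.5, 286.5 and 301.7, while Cps1 was at 968.9, 1633, 1301 and 1614. The pericentral list (9 genes with a value) had 0.12, -0.00 and -0.05, at percentiles 83.9, 60.4 and 47.8. Within it Cyp2e1 was at 369.5, 260.0, 160.85 and 194.2 CPM and Gulo at 394.8, 529.9, 431.75 and 591.2. The fetal state factors (11 genes) had 0.06, 0.52 and 0.48, at percentiles 73.7, 99.1 and 98.7, so they lay above nearly all random lists at 72 and 96 h and not at 48 h. Sox9 was at 35.7 (34.2 to 37.3), 33.8 (31.6 to 36.1), 50.2 (46.1 to 54.7) and 49.6 (44.6 to 55.0) CPM, and Sox17 at 10.96, 22.6, 24.5 and 25.4. The progenitor list (8 genes) had -0.02, 0.02 and -0.05, at percentiles 55.0, 56.9 and 38.3, with Tnfrsf12a at 64.6, 126.5, 110.5 and 66.1 CPM. The mature hepatocyte list (10 genes) had 0.27, 0.13 and 0.15, at percentiles 97.2, 91.2 and 94.96. Cyp7a1 in it rose from 41.4 (39.8 to 43.1) to 235.1 (229.3 to 241.0) and was at 167.0 and 216.0 later, as its covered length went from 6301 bp to 18582 bp at 48 h. The proliferation list (10 genes) had 0.07, 0.32 and 0.38, at percentiles 81.4, 94.1 and 94.2, with Pcna at 53.4, 130.5, 72.4 and 65.9 CPM. Between 0 and 48 h covered length rose from 5534 to 13782 bp for Pcna and from 6030 to 13852 bp for Tnfrsf12a. It changed less for Cps1, from 116266 to 118143 bp, and for Sox17, from 3663 to 4154 bp. The mesenchymal list (6 genes) had 0.32, 0.52 and 0.46, at percentiles 96.2, 97.0 and 94.1.

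The gene list that moved most was the periportal list with binarised counts, under which it lay 0.90 above random lists at 72 h instead of 0.59 below, and 1.18 above at 96 h instead of 0.32 below. Binarised counts record only whether a region has a count in a nucleus. Hepatocyte-like nuclei were deepest at 0 h, with a median of 38187 counts against 5170 and 3798 at 72 and 96 h. This move can therefore not be told apart from an effect of depth. The mature hepatocyte list also moved most with binarised counts, with 10 of 10 genes above 0 h at 72 and 96 h, against 5 in the main setting. The remaining lists moved most under other alternatives, such as the mesenchymal list in regions of near-equal length, to 0.22 below random lists at 72 h instead of 0.50 above. When random lists were matched on covered length too, the fetal state factors lay at percentiles 31.3, 89.99 and 99.75 at 48, 72 and 96 h and the periportal list at 56.0, 0.03 and 5.03. The mature hepatocyte list lay at 99.92, 95.6 and 41.1, the mesenchymal list at 97.2, 98.6 and 98.1, the pericentral list at 91.3, 98.9 and 81.6, the proliferation list at 9.53, 11.8 and 68.6 and the progenitor list at 55.4, 24.4 and 23.5. Of 85 list and marker genes, 67 of the 74 with a promoter value had the same direction at 48 h in promoters alone, 82 of 85 after scaling by the median, and 16 of the 20 with a value in regions of near-equal length.

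**Figure D4:**
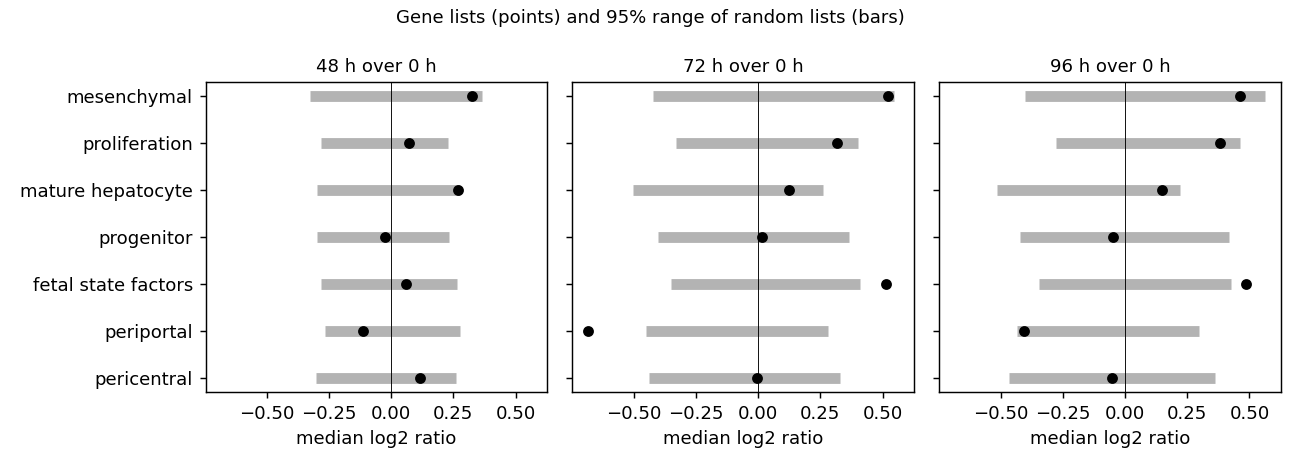
Median log2 ratio to 0 h of the 7 gene lists (points) at 48, 72 and 96 h, with the central 95% of 10000 random lists matched on mean count (grey bars). The periportal list at 72 h lies at -0.68 below its bar, and the fetal state factors at 72 and 96 h lie at 0.52 and 0.48 above theirs.

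Motif lists asked which factor binding sites lay in regions that changed. At 48 h, 3137 regions with an AP-1 word had a median log2 ratio of 0.15 (percentile 100), 2690 with a TEAD word 0.14 (99.99) and 2826 with a SOX word 0.13 (99.6). The lowest were 570 regions with an HNF4 word at 0.02, 6726 with a CEBP word at 0.06 and 774 with an NFY word at -0.04, all at percentile 0. GATA, SMAD, GLI, SNAI, HNF1 and FOXA words lay between percentiles 37.4 and 93.6 at 48 h. At 72 h the percentiles were 86.4 for AP-1, 99.6 for TEAD, 46.6 for SOX, 0.245 for HNF4, 0 for CEBP and 6.13 for NFY. At 96 h they were 7.24, 100, 71.6, 0.6, 86.7 and 79.3 in the same order. GATA, SMAD, GLI, SNAI, HNF1 and FOXA had 9.80, 36.9, 41.1, 39.1, 85.0 and 87.1 at 72 h, and 41.8, 59.7, 9.17, 23.5, 32.8 and 73.4 at 96 h. The medians differed little from those of random lists, by 0.0454 for AP-1 and -0.107 for HNF4 at 48 h. The largest move of a motif list was that of HNF1 at 72 h, from 0.102 above to 0.113 below random lists when the whole region was searched. Under that alternative TEAD at 96 h lay 0.0811 below random lists and HNF4 at 48 h differed from them by 0.00246. When random lists were matched on covered length too, AP-1 at 48 h came to percentile 95.9 and TEAD to 92.1. SOX stayed above the central 95%, at 98.2, and HNF4, CEBP and NFY stayed at 0. Among regions of near-equal length at 48 h, TEAD lay at 99.26, AP-1 at 96 and SOX at 86.25. HNF4, CEBP and NFY lay at 52.2, 0.575 and 0.14 there.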

Values the study reported

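The study retained 3658 profiles from undamaged liver after filtering nuclei, at an average of 10,562 unique fragments per nucleus. At 48 h it obtained data from 3200 cells, which gave 6858 cells together with the undamaged liver, in 7 clusters. Its figure legends give 3568 nuclei for undamaged liver and 3290 for 48 h instead. In the 2 clusters it called regeneration-specific, 98.6% and 97.9% of cells came from 48 h. It found 1813 differentially accessible regions between regeneration-specific and undamaged hepatocytes, 398 of them with increased and 1415 with decreased accessibility, against 120 for undamaged liver-like hepatocytes. For 48, 72 and 96 h together it analysed 10,756 nuclei.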

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

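The tests of this part were chosen only after the pattern was seen. Barcodes with fewer than 1000 counts entered no clustering and no comparison of nuclei in the main set. They were part of whole-library totals, such as those behind the shares of promoters and of chromosome Y. They held a signal: many of them were found in another library with at least 10 times the counts. This was so for 181 of 668 such barcodes (27.1%) at 0 h, 593 of 1081 (54.9%) at 48 h, 829 of 1444 (57.4%) at 72 h and 774 of 1675 (46.2%) at 96 h. Most had their deep copy in the 0 h library, the deepest: 576 at 48 h, 698 at 72 h and 696 at 96 h. Of the low barcodes at 0 h, 131 had theirs in the 48 h library.

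Chance reuse of the same droplet barcode in 2 libraries is argued against by its number. At 48 h, 5.77 low barcodes with a deep copy in the 0 h library would come from chance at the rate of barcodes deep in both libraries, against the 576 found. The corresponding numbers were 7.05 at 72 h and 13.02 at 96 h. A candidate explanation is that reads of a deep barcode were assigned to another library of the pool, as the libraries were sequenced together. The regions open in a low barcode were then tested in the deep nucleus of the same barcode. At 48 h a median of 94.6% were open there, against 61.8% in a 0 h nucleus with another barcode. Over the other pairs of libraries with a value, the shares were 94.5% to 95.9% for the same barcode and 51.2% to 62.5% for another. The low copy had a median of 0.528% to 0.766% of the counts of the deep one. The step at which such reads changed library was not tested. Among barcodes with at least 1000 counts, 3, 15, 46 and 34 had such a deep copy at 0, 48, 72 and 96 h. Leaving them out gave hepatocyte-low shares of 7.47%, 5.55%, 6.98% and 2.66%. The design gives no group for these barcodes, so no biological explanation was tested.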

How the results depend on the processing

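Tests chosen only after the data were seen were those with peaks of near-equal length or within 1.1 times in length, random regions beside them, lists matched on covered length, removal of the trend on length, draws to the number of hepatocyte-low nuclei, thinning to the depth of the 96 h library, and omission of barcodes deep in another library. All other alternatives were chosen before the data were examined. A value counted as kept when it stayed within the 95% binomial interval of a share, the 95% chi-square interval of an SD over regions, the 95% half-width from the interquartile range of a median, the half-width of the central 95% of random lists, or the Fisher interval of a correlation; numbers of nuclei had to stay within 1.5 times. Only a called value that changed sign counted as reversed. These widths cover counting and choice of regions, not differences between animals. No paired analysis was possible because the groups share fewer than 2 replicate numbers.

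Of the comparisons with an alternative, 6 of 37 for the SD were kept and 31 moved. For gene lists 100 of 114 were kept, 13 moved and 1 reversed, for motifs 105 of 138, 32 and 1, and for the median ratios of chosen regions 7 of 30, 22 and 1, the last under a shift common to all regions. Named genes were kept in 186 of 208 and moved in 22, of which 17 with promoters alone and 5 in regions of near-equal length. Kept were also 10 of 12 numbers of nuclei, 12 of 16 hepatocyte-low shares (thinning to the depth of the 96 h library not counted), 3 of 6 shares of undamaged liver-like nuclei, 3 of 21 shares of neighbours and none of 6 shares of peaks. Of 8 correlations 2 were kept, 2 moved and 4 reversed. The cause of a move was not tested, except where the alternative itself changes the number of nuclei, regions or counts.

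With all barcodes the 96 h library had 4899 nuclei in place of 3224, and with at least 3000 counts 1930. At that minimum hepatocyte-low nuclei made up 4.79%, 1.99%, 1.07% and 0% at 0, 48, 72 and 96 h, in place of 7.47%, 5.52%, 6.95% and 2.67%. A peak of 48, 72 or 96 h overlapped one of 0 h over at least 50% of its length in 60.3%, 61.2% and 98.9%, and among peaks at or above the median count any overlap was found in 74.0%, 73.9% and 98.6%, in place of 67.8%, 66.2% and 99.2%.

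The SD of the log2 ratio to 0 h at 48, 72 and 96 h was 0.553, 0.723 and 0.831. It became 0.541, 0.711 and 0.825 in all nuclei, 0.423, 0.579 and 0.669 with binarised counts, 0.449, 0.595 and 0.668 at a minimum mean count of 200, 0.587, 0.762 and 0.921 with a pseudocount of 1, and 0.606, 0.782 and 0.788 in regions called in the 2 libraries. It was 0.393, 0.527 and 0.505 with peaks of near-equal length, 0.334, 0.420 and 0.437 with peaks within 1.1 times in length, and 0.354, 0.422 and 0.456 after removal of the trend on length. In each of these it stayed above the 0.216 of random parts of the 0 h nuclei over all shared regions.

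Regions up at 48 h had medians of 2.21, 2.39 and 1.24 at 48, 72 and 96 h, and regions down -0.98, -1.02 and -1.04. With 2000 regions they were 1.48, 1.64 and 0.89, and -0.70, -0.75 and -0.73. With binarised counts regions up had 1.32, 1.37 and 0.62, and regions down -0.79 at 48 h and -0.91 at 96 h. With the median set to 0, regions up had 2.12 at 48 h and 2.26 at 72 h, and regions down -1.06 and -1.16. Without the 5% of nuclei with the most counts, regions up had 2.09 at 48 h and 2.25 at 72 h. In regions of near-equal length regions up had 0.93, 1.34 and 1.42, and regions down -0.58, -0.36 and, with the sign reversed, 0.0578. All regions of that set had 0.51 at 96 h, so the regions down still lay below the rest, and the change of sign is no reversal of the fall relative to all regions.

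Neighbours from the same library made up 85.5% for 0 and 48 h and 76.9% for 72 and 96 h. The shares were 87.9% and 79.6% with 10 neighbours, 92.5% and 84.9% with 15 components, and 98.5% and 86.9% without thinning. Drawn to the number of hepatocyte-low nuclei they were 66.1% and 54.6%. Regions of near-equal length gave 56.2% and 50.2%, as many random regions 64.8% and 59.6%, and random regions matched on annotation and count 63.15% and 54.48%. Peaks within 1.1 times in length gave 53.8% and 50.1%, and random regions matched to them 65.8% and 57.1%.

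Undamaged liver-like nuclei made up 3.66% of hepatocyte-like nuclei at 48 h, 1.90% at a resolution of 0.4, 1.87% at 1.2 and 99.5% in regions of near-equal length, where their SD could not be computed as no cluster of at least 20 nuclei was regeneration-specific. A limit of 80% left the share as it was. None of these clusterings thinned the nuclei, so the part of depth stays open. The SD to 0 h of regeneration-specific nuclei was 0.418 and of undamaged liver-like nuclei 0.395. These were 0.452 and 0.403 with clusters made on even and measured on odd chromosomes, 0.455 and 0.465 at a resolution of 0.4, and 0.467 and 0.476 at 1.2. In random regions matched on annotation and count they were 0.430 and 0.397. With as many regeneration-specific as undamaged liver-like nuclei the first SD was 0.444, and 0.473, 0.494, 0.511 and 0.449 under these alternatives in the same order, above the second in each.

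Correlations of pericentral with periportal counts, -0.336, -0.320, -0.150 and -0.129 at 0, 48, 72 and 96 h, reversed without thinning to 0.394, 0.381, 0.333 and 0.387. With promoters alone they were -0.285 at 48 h and -0.197 at 96 h.

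Differences of gene lists from random lists are given at 48, 72 and 96 h. With binarised counts pericentral genes had 0.46, 0.64 and 0.68 in place of 0.14, 0.05 and -0.01, and periportal genes 0.52, 0.90 and 1.18 in place of -0.11, -0.59 and -0.32, reversed at 72 h. Mature hepatocyte genes then had 0.95 at 72 h and 1.23 at 96 h, in place of 0.25 and 0.30. These moves with binarised counts cannot be told apart from an effect of depth, as the nuclei differ in depth between libraries. With promoters alone pericentral genes had -0.81 at 96 h. Matched on covered length, proliferation genes had -0.143 at 48 h and -0.156 at 72 h, in place of 0.123 and 0.304. In regions of near-equal length mesenchymal genes had -0.03, -0.22 and -0.17 in place of 0.35, 0.50 and 0.37.

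For motifs, whole regions gave at 48 h 0.0151 for SNAI, 0.00246 for HNF4, 0.00107 for CEBP and -0.00235 for NFY. At 72 h they gave -0.0172 for AP-1, -0.00587 for TEAD and -0.113 for HNF1. At 96 h they gave -0.110 for AP-1, -0.0811 for TEAD, reversed from 0.0594, -0.0819 for GATA, -0.0952 for SOX, -0.143 for SMAD, -0.0576 for SNAI, -0.189 for HNF4, -0.0653 for CEBP, -0.1215 for FOXA and -0.0889 for NFY. Farther than 1 kb from every TSS, NFY had -0.0309 at 48 h in place of -0.0989. Matched on covered length, AP-1 had 0.0156 and TEAD 0.0113 at 48 h, in place of 0.0454 and 0.0382, and at 96 h TEAD had 0.0200 and CEBP -0.0261, in place of 0.0594 and 0.0108. In regions of near-equal length the values at 48 h were 0.0618 for TEAD, 0.0243 for GATA, 0.134 for GLI, 0.0108 for SNAI and 0.00294 for HNF4. At 72 h they were 0.0230 for GATA and -0.112 for FOXA, and at 96 h 0.0531 for GATA, 0.100 for GLI, -0.0327 for CEBP and -0.0552 for FOXA.

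Depth falls with time in these libraries, from 136949314 counts at 0 h to 15809769 at 96 h, so depth and time after surgery go together. It limits the shallow nuclei that pass the minimum, and the 96 h library sets the total of 14594546 to which every library was thinned for the ratios. The number of peaks did not fall with depth throughout, as it was 119839 at 0 h and 164113 at 72 h, and an effect of depth on peak calling was not tested.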

Other observations

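Tests chosen only after the result was seen were those of peak length for the SD and for the separation of nuclei, those of the hepatocyte-low shares and those of the distal end of chromosome Y by length. The last was first 1 test and was divided by library after it gave a mixed result. The others, except the list of tRNA genes, were chosen before the value that they measure was seen, but after other results. Lists matched on covered length were added once the data had been seen. The list of tRNA genes was also added then. It holds the regions that prompted it, whose values at 48 h were known.

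The difference in accessibility between libraries followed the length of the called peaks: across regions the log2 ratios of counts and of covered lengths at 48 h against 0 h had a correlation of 0.768. Peak length may thus set a large part of the SD, since a longer peak collects more counts. It did not account for all of it. With 1 peak of nearly the same length in both libraries the SD at 48 h was 0.334, above the 0.216 of random parts of the 0 h library over all shared regions. In that set the correlation with length was 0.373. The direction of cause was not tested: a region that opens can also gain a longer peak, and then matching on length removes true change. Read counts over a common set of regions would be needed to part the 2, and were not analysed here.

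The separation of hepatocyte-like nuclei by library at 72 and 96 h was absent in regions with 1 peak of nearly the same length in both libraries, where 50.1% of neighbours came from the same library, against 57.1% in matched random regions. That is in line with an effect of peak length, although only 1943 regions entered. For 0 and 48 h the same restriction gave 53.8%, against 65.8% in 25781 matched random regions. A length effect and a difference between hepatocytes of 0 and 48 h cannot be told apart there, as accessibility still followed length in these regions and the value stayed above 50%. A property of the whole library such as depth was weighed through hepatocyte-low nuclei, which should separate as far as hepatocyte-like ones if it were the cause. They gave 55.0%, against 66.8% in as many hepatocyte-like nuclei. For 0 and 72 h these were 63.1% and 74.6%, and for 0 and 96 h 53.7% and 64.1%. For 48 and 72 h they were 51.8% and 59.6%, and for 48 and 96 h 53.1% and 58.6%. For 72 and 96 h they were 52.1% and 54.1%, and the ranges over draws overlapped (51.3 to 54.2 and 52.1 to 55.8). For the other pairs the ranges did not overlap, which argues against a property of the whole library as the only cause there. Hepatocyte-low nuclei are a mix of several types, however, and thinning drew single counts and not fragments. Whether the mix or the thinning shapes these shares by itself was not tested. If either does, the whole-library effect and a change in hepatocytes cannot be told apart. The regeneration itself stays among the open explanations.

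At 48 h, regions with an AP-1 word lay at percentile 95.94 once random lists were matched on covered length, inside the central 95%, so peak length may account for their place above random lists. Among 350 such regions of near-equal length the difference from random lists was 0.0429, at percentile 96. It was 0.0454 in all shared regions, so it hardly shrank there, and the part of peak length stays open. Regions with an HNF4 word lay below random lists and stayed at percentile 0 when these were matched on covered length, which argues against peak length as the whole cause. Among regions of near-equal length, HNF4 lay at percentile 52.2, but there were 51 such regions, and random lists of that size spanned -0.07 to 0.19, too wide to show a difference of -0.107. With words sought in whole regions the HNF4 difference at 48 h was 0.00246, so at 48 h the lower place held for words near the centres of regions and not for whole regions. A change in the binding of HNF4 was not tested.

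The higher share of hepatocyte-low nuclei at 0 and 48 h than at 96 h may come from depth, since these nuclei are shallow and drop under the count minimum first. After thinning to the median count of hepatocyte-like nuclei at 96 h the shares were 1.58% at 0 h and 1.94% at 48 h, below the 2.67% at 96 h, although the interval at 48 h (1.49 to 2.47) meets that at 96 h (2.14 to 3.28). At 72 h it was 5.04% (4.38 to 5.77), above 96 h, so depth was argued against as the whole cause there. Thinning by the median of all nuclei gave 2.31%, 1.95% and 5.28% and the same reading. The number of such cells carried over in each hepatocyte isolation and a change in the liver were not tested and stay open.

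Chromosome Y took 0.0141%, 0.0304%, 0.0148% and 0.0151% of the counts of all deposited barcodes at 0, 48, 72 and 96 h, over 31.97, 43.55, 27.55 and 13.48 kb of peaks. Peaks called in the 48 h library alone were argued against as the cause, since in the 13 regions called in every library the share at 48 h was at least 1.86 times that of each other library. The excess lay in 3 regions at the distal end, between 90737245 and 90814026, 2 of which overlap Gm47283. They had 60.7, 222.7, 77.8 and 80.6 CPM at 0, 48, 72 and 96 h, while the other 10 had 64.5, 55.9, 50.9 and 69.3. Per covered kb, 48 h was 2.34 times 0 h and 1.63 times 72 h, so peak length as the whole cause was argued against for these. In the other 10 regions these ratios were 0.876 and 0.860. Against 96 h the ratio was 0.857, but the other 10 regions gave 0.447, so counts per kb shift with the short peaks of the 96 h library. Peak length and an excess at 48 h cannot be told apart against 96 h, since the scale of the test itself changes there. Reads shared with other copies of these sequences were not tested.

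After 3 of the 5 largest rises in regions of near-equal length were seen to overlap tRNA genes, all 145 shared regions over a tRNA gene were measured. The 3 regions were not left out, so the values at 48 h are not independent of what prompted the test. They had a median log2 ratio to 0 h of 0.12 at 48 h, -0.22 at 72 h and -0.00 at 96 h. At 48 h this lay at percentile 99.99 among random regions matched on count, GC content and covered length, which argues against peak length as the whole cause. In the 46 regions of near-equal length the percentile was 96.96, inside the central 95% of random lists, and 98.2 when matched on count and GC content alone. At 72 and 96 h the 145 regions lay at percentile 0 with length matched. With count and GC content alone they lay at 0.08 and 44.3. The 46 regions of near-equal length lay at 0.02 and 0.01 with length matched, and at 0.01 and 0 without, so the place at 96 h depended on how length was treated. tRNA genes come in near-identical copies, and reads shared between copies were not tested. A hypothesis is that regions of tRNA genes were more open at 48 h and less at 72 h in these libraries. Another of the largest rises in regions of near-equal length, on chromosome 1 from 24612393 to 24613119, resembles mitochondrial DNA: 97.2% of its 25-base words occur in the mitochondrial genome, so its counts may follow the mitochondrial content of a library, which was not tested. The other regions named by rank had 0% of such words. This region was singled out after its values were seen.

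The nuclei quoted from the study passed a filter whose cutoffs are not given in the sources used here. Deposited barcodes numbered 4645, 4973, 5700 and 4899 at 0, 48, 72 and 96 h, of which 3977, 3892, 4256 and 3224 had at least 1000 counts. The clusters that the study called regeneration-specific were made on another peak set. Here the 4 clusters of at least 20 nuclei classed so had 99.5% to 100% of nuclei from 48 h. The rule of at least 90% sets a high share in advance, and the nuclei were not thinned. In regions of near-equal length no cluster of at least 20 nuclei reached 90%, the highest being 88.8%.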
